A study of Homo sapiens with 6 samples. Its data were reported in "Cell cycle, oncogenic and tumor suppressor pathways regulate numerous long and macro non-protein-coding RNAs" (2014).

How the data were processed

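RNA of INA-6 cells was measured on 6 single-color (Cy3) arrays, 3 after IL-6 withdrawal for 13 h and 3 after withdrawal and 1 h of restimulation. According to the methods, total RNA was amplified with a random primer that carries a T7 promoter, hybridized to an Agilent custom array and read with a GenePix scanner. The authors normalized the arrays against each other by the quantile method, and they deposited log2 intensities, 1 value per spot and array. Submitters' processing notes name R 2.9.0 and limma. Whether a background was subtracted is not given in the sources used here. The deposited log2 values were checked. The sorted values of the 6 columns differed by at most 0.199, no value was missing, no 2 columns were identical, and 1718 spots were at the ceiling of 16 on all arrays. Because the columns already share 1 distribution, the values were used as deposited. Quantile normalization removes a shift of the whole distribution between arrays, so all differences are relative to the average spot, and values at the ceiling understate differences of very bright spots.

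Gene symbols came from a table that pairs the platform's probe numbers with symbols. It names 27216 probes with 1 symbol and none with several. Symbols were updated through the accessions and synonyms of a RefSeq gene table (assembly GRCh38.p14), used for names only. Of the named probes 23835 matched by accession, 2495 by symbol and 854 by an older symbol, 32 kept the symbol of the table, and 4253 received a newer symbol, which left 17411 genes. The row numbers of the value table are not the probe numbers of the platform table. Under equal numbers, probes of the same gene did not share a level (r = 0.015), and probes of ACTB lay near background, between 6.34 and 6.92. The rows were therefore matched by the geometry of the grid of 912 by 267 spots. A total of 28224 arrangements (5715 distinct) of scan direction and interleaving were scored by the correlation of mean level between probes of the same gene, without use of the treatment groups. The chosen arrangement gave r = 0.447 over 3816 probe pairs used for the choice and r = 0.424 over 3864 pairs held out. The next best arrangement gave r = 0.153 and the highest of 1000 random pairings r = 0.048. Within 16 blocks of the grid r lay between 0.287 and 0.693. Under this arrangement ACTB lay between 14.40 and 16 and GAPDH at 14.66. All gene names rest on this match, which is an inference from the data and not stated in the files. It does not enter the test of single probes, but it decides which probes count as having a symbol.

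The methods of the study filter on negative control spots, which could not be told apart by name here. As fixed beforehand for this case, a probe was tested if it lay above the array's median over all spots on at least 3 of the 6 arrays, which left 122102 probes. Restimulated and withdrawn arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment, threshold 0.05) without a block for the replicate number. A gene was represented by its tested probe with the highest mean over the 6 arrays, and 12703 genes were tested. A probe at or below the median on all arrays of 1 group is reported with a bound. The shares of called probes with and without a symbol were compared by Fisher's exact test. Of 29 gene lists, 28 were written from general knowledge and 1, the loci next to a STAT3-induced region, was taken from the study. The 28 lists with at least 3 measured members were tested with camera (preset correlation 0.01, two-sided, adjusted over the lists), and the list of loci had fewer. The tests, the lists and most alternatives were fixed before the data were examined.

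Genes named in the text were drawn by a rule fixed beforehand. Among genes past the threshold whose groups do not overlap, it picked the 12 with the largest rise and the 12 with the largest fall (1 passed). It also picked up to 4 measured members of each list with the smallest p. A fixed set of genes of the IL-6 pathway, housekeeping genes and non-coding RNAs completed it. Not every list member that the rule picked is named below. Of probes without a symbol the 2 with the largest rise and the 2 with the largest fall are given. Further called genes are named as members of counts, and genes named outside the rule were chosen after their values were seen. These include SOCS1, PIM3, TLE3, the genes taken from other settings, and OXCT2, UHRF2, SOX2, CYTH4, RGS16 and SDE2, which are named because their sign or their call depended on a setting.

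The scripts were tested on simulated data with the residual spread of these arrays. Of 67 genes changed by 1 on the log2 scale 88.1% were recovered among 12703 genes, of 67 changed by 0.5 16.4%, and of 67 changed by 2 100%, with 3 false calls among 12502 unchanged genes. A shift of 0.5 given to the interferon list was found by camera, and 0 of the 27 other lists passed. The simulated genes were drawn independently of each other, so this does not test false calls among lists of correlated genes. In the data the estimated correlation within a list reached 0.39, for oxidative phosphorylation. Among 122102 probes the recovered shares were 23.4%, 70.5% and 96.6% for changes of 0.5, 1 and 2, with 47 false calls among 120101 unchanged probes. Changes below 2-fold are therefore often missed at this size. Alternatives were a block for the replicate number, each array left out in turn, median centring, no filter, a filter at the 75th percentile, the methods' filter on an interquartile range above 0.5, an intensity trend with a robust prior, array weights, the mean over the probes of a gene, other thresholds, camera with an estimated correlation and fry. Added after seeing the data were names by equal numbers, subtraction of the local signal level over 168 blocks of the grid, a comparison within deciles of brightness, and a fit without spots at the ceiling. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Probe positions, probe sequences and the array data of other experiments of the study were not used here.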

Results

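The response of INA-6 cells to interleukin-6 (IL-6) was measured on a custom single-color oligonucleotide array, called the nONCOchip. These myeloma cells are cultured with IL-6, which activates the transcription factor STAT3. Total RNA was taken from 3 samples of cells kept without IL-6 for 13 h (withdrawn) and from 3 samples that received IL-6 again for 1 h after such a withdrawal (restimulated). Each sample was hybridized to its own array of 243504 spots, of which 27216 carried a probe with a gene symbol. The other 216288 spots have no symbol here. According to the methods the array also holds probes for regions that changed on tiling arrays, for non-coding RNAs and for controls, and the values used here do not say which spot is which. Array medians lay between 6.84 and 6.85 on the log2 scale. Signals at the scanner ceiling of 16 made up between 0.72% and 0.90% of the spots of an array. Arrays give no read depth, so their number, 3 per group, limits the precision. The labels call the samples biological replicates without saying whether they were separate cultures, and p-values measure only the spread between these samples.

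Over the tested probes the arrays separated by treatment on the first principal component, while correlations within and across treatments overlapped. Over the 122102 tested probes, pairs of restimulated arrays correlated with r between 0.991 and 0.994 and pairs of withdrawn arrays with r between 0.986 and 0.993, while pairs across treatments reached r between 0.982 and 0.990. These are correlations across probes, which are not independent replicates. The first principal component held 40.1% of the variance and placed the restimulated arrays at 61.4, 46.0 and 22.0 and the withdrawn arrays at -40.2, -44.4 and -44.8. Restimulated replicate 3 was the restimulated array nearest to the withdrawn ones on this component, with r = 0.990 against withdrawn replicate 1. Against withdrawn replicate 3, restimulated replicate 2 correlated better (r = 0.985 against 0.984). The second component held 27.1% of the variance and set withdrawn replicate 3, at 70.6, apart from the other arrays, the highest of which lay at 10.4. Over all spots the first component held 36.6% of the variance and was set mainly by withdrawn replicate 3, at -99.8. The other withdrawn arrays lay there at -15.7 and -13.7, and the restimulated arrays between 33.5 and 53.9.

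The first comparison asked which known genes respond to the return of IL-6. SOCS3, the feedback inhibitor of JAK/STAT signaling, was 14.65-fold higher in restimulated than in withdrawn cells, with a log2 difference of 3.87 ± 0.13 (SE, n = 3 per group, limma adjusted p = 0.000634), and its other tested probe differed by 4.98. SGK1, a serum- and hormone-induced kinase, was 6.58-fold higher (log2 difference 2.72 ± 0.11 SE, adjusted p = 0.000740), and BHLHE40, a repressor of the basic helix-loop-helix family, 3.99-fold (2.00 ± 0.07 SE, adjusted p = 0.000634). BCL6, a zinc finger repressor of B cell differentiation, and PRDM1, the regulator that drives the plasma cell program and is known to antagonize BCL6, rose in the same samples. RNA of whole samples does not show whether both rose in the same cells. PRDM1 was 2.44-fold higher (log2 difference 1.29 ± 0.07 SE, adjusted p = 0.00286). BCL6 was not above the array median on any withdrawn array and was at least 2.80-fold higher after restimulation, from a measured mean of 6.48 to 8.33 (adjusted p = 0.000634). Such a bound sets the mean of the brighter group against, per array, the higher of the array median and the probe's own signal.

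Altogether 31 of 12703 genes passed an adjusted p of 0.05, 30 of them higher and 1 lower after restimulation, and 24 differed by at least 2-fold. The 3 values of each group did not overlap in any of the 31 genes. Over all genes tested, 12.2% showed no overlap, where chance gives 10%. The kinases PIM2 and PIM3, members of a family of survival kinases, rose by log2 differences of 1.81 ± 0.07 (SE) and 0.98 ± 0.10 (SE). VMP1, an autophagy gene, was 3.65-fold higher (log2 difference 1.87 ± 0.12 SE, adjusted p = 0.00754) and its other tested probe, not above the median on any withdrawn array, was at least 2.09-fold higher. PLK2, a polo-like kinase, rose by 1.76 ± 0.13 (SE), ICAM1, an adhesion molecule, by 1.29 ± 0.11 (SE), SLC2A3, a glucose transporter, by 1.15 ± 0.12 (SE), and NEAT1, the long non-coding RNA of nuclear paraspeckles, by 1.18 ± 0.13 (SE). MAP3K8, a kinase of the MAPK cascade, was not above the array median on any withdrawn array and was at least 2.30-fold higher. For PLK2 and HEG1 only 1 of the 3 withdrawn arrays lay above its median. Of the 31 genes, 15 belonged to none of the lists fixed beforehand. Among these, DEPP1 (log2 difference 2.05 ± 0.17 SE), BHLHE40, HEG1 (1.43 ± 0.12 SE) and the phosphatase PTP4A3 (1.39 ± 0.12 SE) had the largest rises, and S100P, a calcium-binding protein, was the gene that fell, with a log2 difference of -0.89 ± 0.07 (SE, adjusted p = 0.0162). Of 165 long non-coding RNA genes tested, NEAT1 was the 1 that passed.

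Of the 31 called genes, 17 had further tested probes, which all shared the sign of the used probe in 16 genes. Sharing a sign is a weak test, since the other probe of SOCS1 differed by only 0.05 and that of TLE3 by 0.21, and neither passed. The exception was JUNB, a member of the AP-1 family, whose bright probe rose by 1.13 ± 0.08 (SE, adjusted p = 0.00754) while its dimmer probe differed by -0.13 and did not pass. With the mean over the probes of a gene 28 of the 31 genes passed, and JUNB (0.50, adjusted p = 0.169), SOCS1 (0.46, adjusted p = 0.230) and TLE3 (0.49, adjusted p = 0.0786) did not. The number of calls fell whichever array was left out. It was 7, 6 and 11 genes without restimulated replicates 1, 2 and 3, and 8, 15 and 14 genes without withdrawn replicates 1, 2 and 3. Each of these fits has 1 array fewer and so less power, and the fall does not show that calls rested on single arrays. SOCS3, SGK1, BHLHE40, BCL6, PIM2 and PRDM1 passed in each of these 6 fits, 14 genes in some of them and 11 in none. The 11 were S100P, the gene that fell, HEG1, DUSP5, ID2, SOCS1, RGS16, SOX2, CYTH4, PIM3, SDE2 and TLE3. All 31 genes kept their sign in the 6 fits, which was fixed in advance because their groups do not overlap. The count rose to 58 when spots at the ceiling on all arrays were left out, a setting chosen after seeing the data. With an intensity trend and a robust variance prior it was 78. With a block for the replicate number it was 1, and that gene was SOCS3. The block also takes power from the test, so this low count alone does not show a pairing.

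Several genes known to respond to IL-6 did not pass the test over all genes. PIM1 differed by 0.86 ± 0.10 (SE, adjusted p = 0.0605), MCL1, an anti-apoptotic member of the BCL2 family, by 0.80 ± 0.11 (SE, adjusted p = 0.108), and STAT3 itself by 0.48 ± 0.08 (SE, adjusted p = 0.172). BCL3 differed by 0.65 ± 0.20 (SE), FOS by 0.38 ± 0.17 (SE), MYC by -0.27 ± 0.15 (SE) and the IL-6 receptor subunits IL6R and IL6ST by 0.07 ± 0.16 (SE) and 0.29 ± 0.12 (SE), with adjusted p between 0.498 and 0.936. EGR1 was not above the array median on any withdrawn array, which gives a bound of at least 1.28-fold. Its measured difference of 0.43 ± 0.07 (SE) did not pass (limma adjusted p = 0.183). IL6 itself stayed near the array median in both groups, at 6.85 ± 0.06 (SD, n = 3) in restimulated and 6.85 ± 0.05 (SD, n = 3) in withdrawn cells, and was not tested. SETBP1 and SYT4, 2 genes of the list of loci next to a STAT3-induced region of the study, were likewise at background, with restimulated means of 6.78 and 6.46 and withdrawn means of 6.79 and 6.46. SET, a binding partner of SETBP1 in the same list, differed by 0.03 ± 0.14 (SE). The housekeeping gene GAPDH differed by -0.19 ± 0.20 (SE), and the brightest ACTB probe sat at the ceiling on every array, so no difference could be measured there. The non-coding RNAs MALAT1, GAS5 and MEG3 differed by 0.37 ± 0.46 (SE), 0.04 ± 0.16 (SE) and 0.03 ± 0.09 (SE), none past the threshold.

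The second comparison asked whether groups of genes moved together. Of 28 lists tested with camera, 5 passed an adjusted p of 0.05, all upward. The list of STAT3 targets and IL-6 feedback genes stood first (adjusted p = 1.37e-24). Of its 36 measured members 10 rose over all genes tested and none fell, 19 rose when adjusted over the list alone, and the median log2 difference was 0.42. The 10 were SOCS3, BCL6, PIM2, PRDM1, VMP1, JUNB, SOCS1, ICAM1, PIM3 and ZFP36. Its call held with an estimated correlation (adjusted p = 0.00706), the only list of the 28 for which that was so. Immediate early genes came next with the interferon-responsive genes. Of 36 measured immediate early genes 5 rose and none fell (camera adjusted p = 0.000103, and adjusted p = 0.173 with an estimated correlation). These were SGK1, JUNB, DUSP5 (log2 difference 0.92 ± 0.10 SE), a phosphatase of the MAPK pathway, ID2 (1.19 ± 0.13 SE), an inhibitor of helix-loop-helix factors, and ZFP36 (1.38 ± 0.15 SE), which destabilizes AU-rich mRNAs. Adjusted over the list alone, 12 were higher and DUSP6 was the 1 lower. The STAT3 and immediate early lists shared 6 measured genes.

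None of the 32 measured interferon-responsive genes passed over all genes, although the list did (camera adjusted p = 0.000103, and adjusted p = 0.173 with an estimated correlation). Adjusted over the list alone, 5 were higher and none lower, and the median log2 difference was 0.12. PARP9 differed by 0.84 ± 0.11 (SE, adjusted p = 0.0915), TAP1, a peptide transporter of antigen presentation, by 0.57 ± 0.09 (SE, adjusted p = 0.153), the antiviral gene MX1 by 1.18 ± 0.21 (SE, adjusted p = 0.198) and IRF9, an interferon regulatory factor, by 0.50 ± 0.10 (SE, adjusted p = 0.302). Of 18 NF-kappaB targets, ICAM1 rose and none fell (camera adjusted p = 0.00744, and adjusted p = 0.298 with an estimated correlation), and IRF4 differed by 0.49 ± 0.11 (SE, adjusted p = 0.331). Of 20 long non-coding RNAs and small RNA host genes, NEAT1 rose and none fell (camera adjusted p = 0.00974, and adjusted p = 0.252 with an estimated correlation), and MIAT differed by 0.42 ± 0.15 (SE, adjusted p = 0.561). Each of these lists had a median log2 difference below that of the STAT3 list, at 0.14 for the NF-kappaB targets and 0.13 for the non-coding RNAs.

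Pathway lists that did not pass held single called members. In the hypoxia and glycolysis list SLC2A3 rose among 28 measured genes (adjusted p = 0.164 for the list), in the p53 list PLK2 among 26 (0.310), in the plasma cell and myeloma list PRDM1 among 27 (0.457), in the list of B cell fate regulators BCL6 among 17 (0.638) and in the MAPK feedback list DUSP5 among 13 (0.716). In the plasma cell list and the list of B cell fate regulators the median was slightly below 0, at -0.02 and -0.003, while the test pointed upward. TP53INP1 and BTG2 of the p53 list differed by 1.12 ± 0.14 (SE, adjusted p = 0.0784) and 0.72 ± 0.09 (SE, adjusted p = 0.0842), and POU2AF1, a B cell coactivator, by 0.80 ± 0.10 (SE, adjusted p = 0.0797). DUSP6 and SPRY4 of the MAPK list differed by -0.55 ± 0.09 (SE) and -0.33 ± 0.08 (SE). Neither passed over all genes. Adjusted over the list alone, 5 plasma cell genes were higher and 1 lower, 4 p53 genes were higher and none lower, and 2 MAPK genes were higher and 2 lower.

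Lists of cell growth, stress and metabolism had no member past the threshold over all genes tested. Their adjusted p was 0.203 for the 32 G2/M genes, 0.310 for the 28 regulators of apoptosis and for the 28 genes of ribosome biogenesis, 0.310 for the 42 histone genes, 0.534 for the 16 heat shock genes, 0.638 for the 30 G1/S genes, 0.719 for the 26 genes of the unfolded protein response and 0.739 for the 51 ribosomal protein genes. It was 0.830 for the 19 genes of cholesterol synthesis and for the 10 short-lived cytokine mRNAs, 0.899 for the 28 genes of oxidative phosphorylation and 0.931 for the 13 housekeeping genes. Adjusted over the list alone, MCL1 and BCL2L11 of the apoptosis list, XBP1 of the unfolded protein response and CCNE2 of the G1/S list were higher. None was lower in these lists. Of the 42 histone genes 13 sat at the ceiling on all arrays, as did 2 of the 51 ribosomal protein genes and 1 member each of the housekeeping, apoptosis, p53, hypoxia, immediate early, B cell, T and NK cell and fibroblast lists. No difference could be measured for these, so the histone list says little about a change. No list of cell-type markers passed either. The lists of B cell (13 genes, adjusted p = 0.310), myeloid (10 genes, 0.310), epithelial (9 genes, 0.534), T and NK cell (18 genes, 0.552), fibroblast (8 genes, 0.562) and erythroid genes (10 genes, 0.830) had no called member. Adjusted over the list alone, 1 fibroblast gene was higher and 1 lower, and 1 epithelial gene was lower. PDGFRA of the fibroblast list was the nearest to the threshold, with a log2 difference of 1.20 ± 0.14 (SE, adjusted p = 0.0504), while its other probe differed by 0.08.

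**Figure D1:**
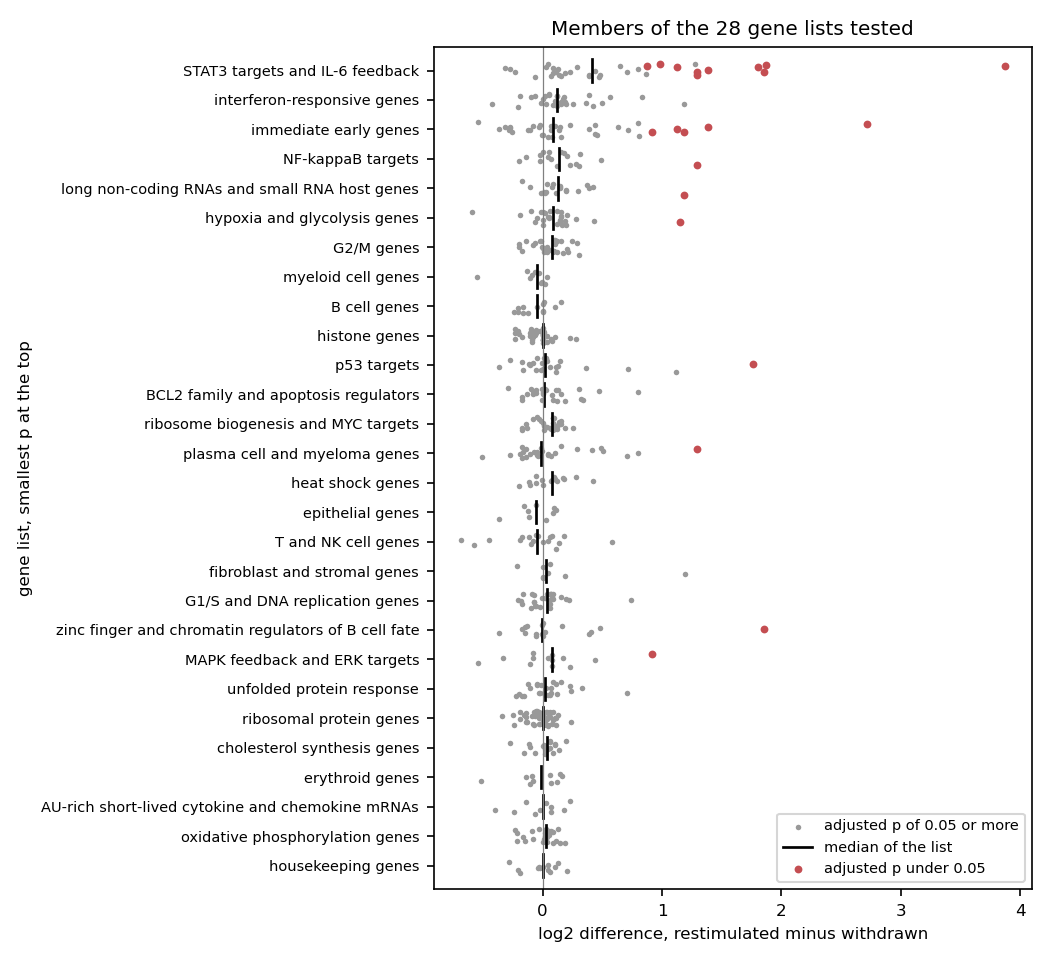
Log2 difference between restimulated and withdrawn cells (x axis) of each measured member of the 28 gene lists (y axis, ordered by camera p), with members past an adjusted p of 0.05 in red, other members in gray and the list median as a black bar. The STAT3 list has the median farthest from 0, at 0.42, and holds 10 of the red points.

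The third comparison asked how far the response lay at probes without a gene symbol. Of all tested probes 2239 passed an adjusted p of 0.05, 2119 higher and 120 lower, and all 850 that differed by at least 2-fold were higher. Probes without a gene symbol made up 2145 of these calls. They were called in 2.07% of 103489 cases, and probes with a symbol in 0.505% of 18613 cases (odds ratio 4.17, 95% interval 3.39 to 5.19, two-sided Fisher's exact test, p = 4.93e-64, adjusted p = 9.87e-64 over 4 comparisons). Among called probes, 94.9% of those without and 88.3% of those with a symbol were higher (odds ratio 2.47, 95% interval 1.16 to 4.84, Fisher's exact test, p = 0.0153, adjusted p = 0.0204). The share called lower, 0.105% against 0.0591%, did not differ past the threshold (odds ratio 1.78, 95% interval 0.958 to 3.68, p = 0.0740 by Fisher's exact test, adjusted p = 0.0740). These tests describe the 6 arrays only. They also count every probe as independent, which probes are not, so their p-values are too small and their intervals too narrow. The study placed several probes on longer target regions and chose part of the regions because they changed in the same experiment on tiling arrays, so the higher share of calls is not independent evidence of a wider response. A probe without a symbol is unnamed here and need not be non-coding. Which probes count as having a symbol rests on the inferred match of rows to probe numbers.

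The unnamed probes with the largest changes are given by their spot number in the value table. Spot 233791 rose from 6.47 ± 0.05 (SD, n = 3) in withdrawn to 10.32 ± 0.06 (SD, n = 3) in restimulated cells. It was not above the median on any withdrawn array and was at least 11.1-fold higher, a log2 bound of 3.48. Spot 157853 rose from 7.96 ± 0.17 (SD, n = 3) to 11.68 ± 0.17 (SD, n = 3), a difference of 3.72. Spots 90722 and 193902 fell, with differences of -0.96 ± 0.08 (SE) and -0.89 ± 0.10 (SE). Over all called probes without a symbol that were higher, the median log2 difference was 0.91, and 0.87 with the 382 of them that were at background in withdrawn cells set to their bound. The number of called probes was 686, 395 and 1042 without restimulated replicates 1, 2 and 3 and 320, 649 and 579 without withdrawn replicates 1, 2 and 3. Fits with fewer arrays have less power, whichever array is left out. All 2239 probes kept their sign in these fits, a weak test for probes picked because their groups differ. The number of called probes rose to 3585 without the 1718 tested spots at the ceiling and to 3860 with an intensity trend and a robust prior.

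**Figure D2:**
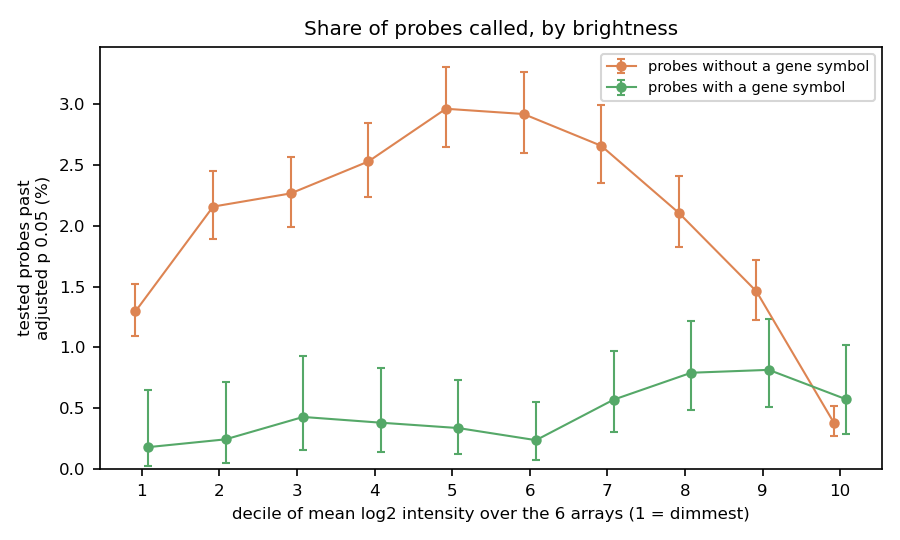
Percentage of tested probes past an adjusted p of 0.05 (y axis) in deciles of mean log2 intensity over the 6 arrays (x axis, 1 is the dimmest), for probes without (orange) and with (green) a gene symbol, with exact binomial 95% intervals that cover counting error only. The share is higher without a symbol in 9 of 10 deciles, peaks at 2.96% in decile 5, and is 0.379% against 0.573% in the brightest decile.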

Values the study reported

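For the STAT3 experiment on tiling arrays, the study reported between 130 and 394 differentially expressed segments, which covered 28 kB to 118 kB. With the custom array in biological triplicate as the reference, it estimated false discovery rates between 0.18 and 0.33 for its tiling array calls. It put the non-coding part of the response in the STAT3 experiment at 87%, and the overlap of its intergenic non-coding regions with annotated RNAs at 4%. The intergenic region STAiR1 was described as at least 300 kb long. After 1 h of restimulation, a region of 130 kB was upregulated relative to cells deprived of IL-6 for 13 h.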

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

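The names by equal numbers, the subtraction of local levels, the deciles of brightness and the fit without ceiling spots were chosen after seeing the data. For probes changed and genes changed, against 2239 probes and 31 genes (30 of them higher), the count fell to 1457 probes with the filter at the 75th percentile, 850 probes at 2-fold or more, and 446 probes and 12 genes at an adjusted p of 0.01, as fewer features or a stricter limit imply. It rose to 3590 probes and 74 genes with the methods' filter on the interquartile range, 3860 and 78 with an intensity trend and robust prior, 3619 and 54 with local levels subtracted, and 3585 and 58 without ceiling spots. In the last of these settings only the spots at the ceiling on all arrays were left out, so their inclusion lowers the reported counts. The cause of the other rises was not tested. Leaving out 1 array, which lowers the power whichever array it is, gave between 320 and 1042 probes and between 6 and 15 genes. Median centring, no filter, array weights and the mean over probes gave between 31 and 37 genes, 28 of the 31 among them with the mean over probes, and the filter at the 75th percentile 30. Median centring barely moves values that already share their quantiles, so it says little about the normalization. Yet it gave 2657 probes and 37 genes, and the cause of this rise was not tested. All 31 genes kept their sign in every setting with the same names in which they were tested. This says little, since their groups do not overlap and several settings leave the difference unchanged. No pairing of the arrays by replicate number was visible, though it is not excluded. Deviations from the group means correlated between equal numbers with r = -0.01, -0.07 and -0.26. In these deviations no restimulated array correlated best with its own number. With the replicate block, which also lowers the power, limma called 0 probes (13429 at an unadjusted p under 0.05) and 1 gene, and 5 lists as before.

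Of the 28 lists, 5 passed in most settings, between 5 and 7 with 1 array left out, 1 with an estimated correlation, 4 with fry and 12 with fry in either direction. With fry the NF-kappaB (adjusted p = 0.0838) and non-coding RNA lists (adjusted p = 0.0621) lost their call and the MAPK feedback list gained a call (adjusted p = 0.0495). With names by equal numbers 184 symbols but 0 lists passed (1 at an unadjusted p under 0.05), and the log2 differences turned for SGK1 (-0.018), VMP1 (-0.11), PLK2 (-0.10), HEG1 (-0.11), OXCT2 (-0.0537), SOCS1 (-0.11), UHRF2 (-0.10), SOX2 (-0.0904), CYTH4 (-0.0443), PIM3 (-0.34), TLE3 (-0.0384) and H3C7 (0.53), since each symbol then names another spot. With named and unnamed probes compared, the odds ratio of a call without against with a symbol stayed above 1 in every setting where it was computed, from 2.93 without a filter to 4.69 without ceiling spots. The odds ratio was not computed with names by equal numbers, median centring, the interquartile filter, the intensity trend, array weights or the mean over probes. It could not be computed with the block, which left no calls. For the sample structure over all probes, the mean correlation within groups exceeded that between groups by 0.00301, against 0.00472 over tested probes. Signal near the array median limits the small folds: a change there is understated.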

Other observations

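Subtraction of local levels, the deciles of brightness, the fit without ceiling spots, the lists without shared genes and the number of probes in other splits are tests chosen after the data or the result had been seen. A further 20 genes passed in 3 other settings at once (without ceiling spots, with an intensity trend and robust prior, and with local levels subtracted) but not in the test reported above, 18 of them higher and 2 lower. These genes were chosen after their values were seen. EIF5, a translation initiation factor, differed by a log2 of 0.83 ± 0.09 (SE, limma adjusted p = 0.0504 in the reported test), NARF by 1.06 ± 0.12 (SE, adjusted p = 0.0504), CPEB4, a cytoplasmic polyadenylation factor, by 1.32 ± 0.19 (SE, adjusted p = 0.118) and GADD45B, a stress-response gene, by 1.27 ± 0.22 (SE, adjusted p = 0.193). PIM1 and MCL1 of the STAT3 list, PARP9 and MX1 of the interferon list, and PDGFRA were among the 18. IL13RA1, a cytokine receptor chain, differed by 0.65 ± 0.10 (SE, adjusted p = 0.178). The lower pair was DOK5, an adaptor of receptor tyrosine kinases, at -0.98 ± 0.15 (SE, adjusted p = 0.136), and STK11IP at -0.79 ± 0.13 (SE, adjusted p = 0.178).

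Of the 4 lists that passed beside the STAT3 list 3 share genes with it, and they were tested again without these, within a family of lists chosen because they had passed. The immediate early list lost 6 genes and kept a median log2 difference of 0.07 over the other 30 (camera adjusted p = 0.00360 over 4 lists, adjusted p = 0.0579 with an estimated correlation). The interferon list kept a median of 0.12 over 31 genes (adjusted p = 0.000146, adjusted p = 0.0579 with an estimated correlation), and the NF-kappaB list 0.12 over 17 (adjusted p = 0.0106, adjusted p = 0.0921 with an estimated correlation). The long non-coding RNA list shares 0 genes with the STAT3 list, so its test is unaltered and adds nothing here.

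The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 2239 probes, as many as in 1 of the 10 splits, and the highest of the others was 64 probes, for restimulated replicates 1 and 2 with withdrawn replicate 3. It gave 31 genes, also in 1 of the 10 splits, and the highest other was 9. At an unadjusted limma p under 0.05, restimulated replicates 1 and 2 with withdrawn replicate 3 gave 17415 probes, against 16339 in the real split. Structure that crosses the treatments was therefore as wide by that count. The other splits also mix the treatments, which widens the spread within their sides, so their lower adjusted counts do not measure chance alone. As many as 5 lists passed in 3 of the 10 splits, the real one included, and the highest other was 9 lists. The count of lists at the preset correlation therefore does not set the real split apart. For the STAT3 list the smallest adjusted p in another split was 0.0142, against 1.37e-24 in the real one, and it passed in 3 of the 9 others. The immediate early, interferon and NF-kappaB lists passed in 1 other split each, the non-coding RNA list in 0. Lists that did not pass in the real split passed in others, such as the ribosomal protein list in 4 of 9 (smallest adjusted p = 4.08e-06), so the preset correlation passes lists along other structure of the arrays.

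Called probes without a symbol were mostly higher, 2036 against 109 lower. Uneven signal across the array surface would take most of these calls with it once removed, but 3213 were higher after local levels, which ranged from -0.49 to 0.58, were subtracted. An equal shift of all spots is removed by the normalization to 1 distribution, so it cannot have made these calls. The median over all tested probes without a symbol was -0.0106, against 0.91 over the called ones that were higher. Normalization holds the first of these medians near 0, so whether most spots shifted before normalization cannot be told. Induction of transcripts by IL-6 stays open.

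Probes without a symbol were also called more often. A difference in brightness argues poorly for this, since the common odds ratio over deciles of mean brightness was 4.26 (95% interval 3.46 to 5.25), although the brightest decile went the other way. That interval, too, counts probes as independent and is too narrow. The odds ratio of 4.17 cannot be told apart from the effect of the array's design, which puts several probes on a region and holds regions picked for a change in the same experiment, because the regions of the probes were not analysed here. A wider non-coding response may add to it.

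Of the restimulated arrays, replicate 3 correlated best with withdrawn replicates 1 and 2. A weaker response, or withdrawn RNA mixed into this sample, would lower its response at the genes called without it, but its median response at these 11 genes was 1.06 times that of the other 2 restimulated arrays (quartiles 0.90 to 1.08), against 0.98 for each of the others in the same exercise. At 995 probes without a symbol called without it the ratio was 0.87 (quartiles 0.75 to 0.99), against 1.12 and 0.92 for replicates 1 and 2, so a weaker response there may contribute and stays open. Uneven signal across the surface would widen the gap between its mean r with the restimulated and with withdrawn replicates 1 and 2 once removed, but that gap was 0.0016 with local levels subtracted and 0.0017 before.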
